# Tissue-Specific RNA Expression Marks Distant-Acting Developmental Enhancers

**DOI:** 10.1371/journal.pgen.1004610

**Published:** 2014-09-04

**Authors:** Han Wu, Alex S. Nord, Jennifer A. Akiyama, Malak Shoukry, Veena Afzal, Edward M. Rubin, Len A. Pennacchio, Axel Visel

## Abstract

Short non-coding transcripts can be transcribed from distant-acting transcriptional enhancer loci, but the prevalence of such enhancer RNAs (eRNAs) within the transcriptome, and the association of eRNA expression with tissue-specific enhancer activity *in vivo* remain poorly understood. Here, we investigated the expression dynamics of tissue-specific non-coding RNAs in embryonic mouse tissues *via* deep RNA sequencing. Overall, approximately 80% of validated *in vivo* enhancers show tissue-specific RNA expression that correlates with tissue-specific enhancer activity. Globally, we identified thousands of tissue-specifically transcribed non-coding regions (TSTRs) displaying various genomic hallmarks of bona fide enhancers. In transgenic mouse reporter assays, over half of tested TSTRs functioned as enhancers with reproducible activity in the predicted tissue. Together, our results demonstrate that tissue-specific eRNA expression is a common feature of *in vivo* enhancers, as well as a major source of extragenic transcription, and that eRNA expression signatures can be used to predict tissue-specific enhancers independent of known epigenomic enhancer marks.

## Author Summary

Up to 80% of mammalian genomes are actively transcribed, producing large numbers of non-coding RNAs without known functions. One particularly exciting category of such non-coding transcripts are the recently discovered enhancer RNAs (eRNAs) transcribed from distant-acting enhancer elements. Studies in cell-based paradigms suggest a functional requirement for such eRNA in enhancer-mediated gene regulation. In this study, we explored the *in vivo* expression dynamics of tissue-specific non-coding RNAs in embryonic mouse tissues *via* in-depth transcriptome profiling. Our results suggest that enhancers may be a predominant function associated with differentially expressed non-coding loci across developing tissues, and that differential eRNA expression signatures from total RNA-Seq can be used to identify uncharacterized tissue-specific *in vivo* enhancers independent of known epigenomic marks. Our results highlight the widespread and potentially important role of eRNAs in orchestrating gene expression and the necessity for functional studies in interpreting genome-wide enhancer predictions.

## Introduction

Development and function of mammalian tissues rely on the dynamic control of tissue-specific gene expression, a process largely regulated by distant-acting transcriptional enhancers [1]–[3]. Disruption of enhancer sequences can lead to severe phenotypes in mouse models [4]–[9]. Furthermore, population-scale genetic studies indicate that a large proportion of sequence variants associated with human diseases affect non-coding functions in the genome, of which enhancers are a major category [10]. Despite their functional relevance, the genome-scale identification of enhancers that are active *in vivo* in developmental and disease processes remains challenging. In principle, genome-wide profiling of enhancer-associated epigenomic marks (e.g. H3K27ac and CBP/p300) enables the genome-scale identification of enhancers predicted to be active in a given cell type or tissue [2], [3], [11]–[15]. However, none of these marks is unique to enhancer regions or found at all enhancers and ChIP-based technology has well-documented limitations with sensitivity and specificity [3], [14]–[16].

Recently, expression of short non-coding transcripts has been described as a feature of many enhancers with a possible tight correlation between cell type-specific enhancer activity and eRNA expression levels [17]–[20]. Using cap analysis of gene expression (CAGE) in a collection of human tissues and cell type, Andersson et al. [21] identified over 40,000 candidate enhancers marked by bidirectional capped RNA expression suggesting that RNA transcription can provide a complementary approach for *de novo* enhancer discovery. Anecdotal evidence suggests a functional requirement for such eRNAs in enhancer-mediated gene regulation [22], [23]. Regardless of the molecular mechanisms underlying eRNA-mediated regulatory functions, the prevalence of eRNA transcription at the whole transcriptome level *in vivo* and whether eRNA expression signatures can potentially be used as an independent mark for *in vivo* enhancer discovery remain poorly explored.

In this study, we compare eRNA expression profiles determined via total RNA sequencing across developmental mouse tissues and demonstrate highly tissue-specific genome-wide expression signatures of eRNAs *in vivo*. We find that eRNA expression globally correlates with tissue-specific enhancer activity and that RNAs transcribed from *in vivo* enhancers constitute a major proportion of tissue-specifically expressed non-coding RNAs. Finally, we demonstrate through application of reporter assays in transgenic mice that differential expression of eRNAs can correctly predict tissue-specific *in vivo* enhancer activities independent of other chromatin-associated marks.

## Results

### Tissue-specific eRNA expression in developing tissues

To test the hypothesis that eRNA transcription marks active *in vivo* enhancers in a tissue-specific manner, we first measured eRNA expression from 15 intergenic enhancers active in mouse embryonic forebrain or limb buds that were randomly selected from a larger collection of previously identified *in vivo* enhancers [24]. We assessed eRNA expression from each enhancer by quantitative RT-PCR across three different embryonic mouse tissues including forebrain, limb, and heart as a negative control (**Figure 1**). While baseline expression of each eRNA was detected in all three tissues, in 80% of cases eRNAs from tissue-specific enhancers showed highest expression in the predicted tissue compared with the other two tissues (12/15; p = 0.0006, Fisher's exact test), suggesting that eRNAs are commonly expressed from tissue-specific developmental enhancers with a quantitative relationship between eRNA transcription and tissue-specific enhancer activity.

**Figure 1:**
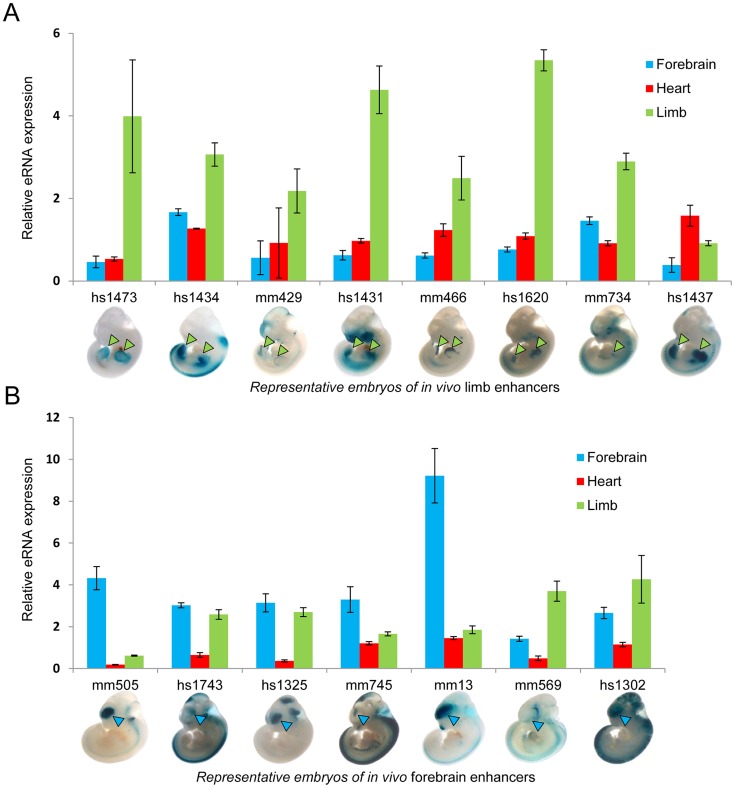
Tissue-specific eRNA expression at a subset of tissue-specific *in vivo* enhancers. (A) The expression of eRNAs was quantified by RT-PCR for 8 randomly selected known limb enhancers in three tissues. (B) Tissue-specific eRNA expression from 7 known forebrain-specific enhancers. The expression of eRNAs were quantified by RT-PCR for 7 randomly selected forebrain enhancers in three tissues. Results from triplicate experiments were plotted (forebrain: blue; heart: red; limb: green). Error bars represent SEM. Representative LacZ-stained embryos at E11.5 from transgenic assays for individual elements are shown at the bottom. Arrowheads indicate reproducible LacZ staining patters in limb (green) or forebrain (blue).

To study eRNA expression from *in vivo* enhancers beyond this small-scale qPCR screen, we examined genome-wide total RNA transcription in embryonic heart and limb, two tissues with different developmental origins and trajectories, and with divergent *in vivo* enhancer landscapes as assessed by epigenomic marks [25]–[27]. We extracted total RNA from limb and heart tissues microdissected at mouse embryonic day [E] 11.5. Following ribosomal RNA depletion, we used a strand-specific total RNA sequencing protocol to generate more than 200 million sequencing reads from each tissue (see **Methods**, **Table S1**). 

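The 2 samples were total RNA from mouse heart and limb at embryonic day 11.5, each a single pool of tissue from CD-1 strain embryos, so no difference between the tissues has a replicate error. The dUTP protocol keeps the strand of each transcript, but the authors deposited read counts without strand for the regions they called tissue-specific. For every region the files give its position on the mouse genome (mm9, NCBI build 37), the reads counted in heart and in limb, and the RPKM of both tissues. The counts are not normalized. RPKM divides them by region length and by the total reads of the tissue. Count, RPKM and length together imply totals of 222362239 reads in heart and 192488089 in limb, the same for every region. The paper's Table S1 lists 242542843 reads for heart and 214671051 for limb, of which 91.7% and 89.7% were mappable to the genome and 53.3% and 50.5% uniquely mappable. The implied totals lie close to the genome-mappable reads. At this depth a share of 3 reads, the smallest treated here as detectable, is 1.35e-06% of the heart reads and 1.56e-06% of the limb reads. The authors aligned the reads with bowtie2, excluded repetitively mapped reads, extended alignments, called enriched regions with a minimum number of reads, and removed those overlapping annotated genes, mRNAs or ESTs. From the deposited counts, each region was tested with the two-proportion z-test of the Methods, with each tissue's own implied total as N. The Methods define N as the mappable reads outside ribosomal regions, a total the files do not hold.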

While the majority of sequencing reads (53% in heart, 60% in limb) mapped to annotated mouse cDNA sequences, a considerable proportion (38% in heart, 30% in limb) mapped to introns as well as intergenic regions, consistent with a possible association with *in vivo* enhancers. Examination of individual genomic loci containing known enhancers revealed examples of bidirectional tissue-specific eRNA expression from validated intergenic and intragenic enhancers consistent with their *in vivo* activity (**Figure 2A** and **Figure S1**). These results indicate widespread transcription from non-coding sequences *in vivo* and anecdotally support correlation of *in vivo* enhancer activity with tissue-specific eRNA transcription.

**Figure 2:**
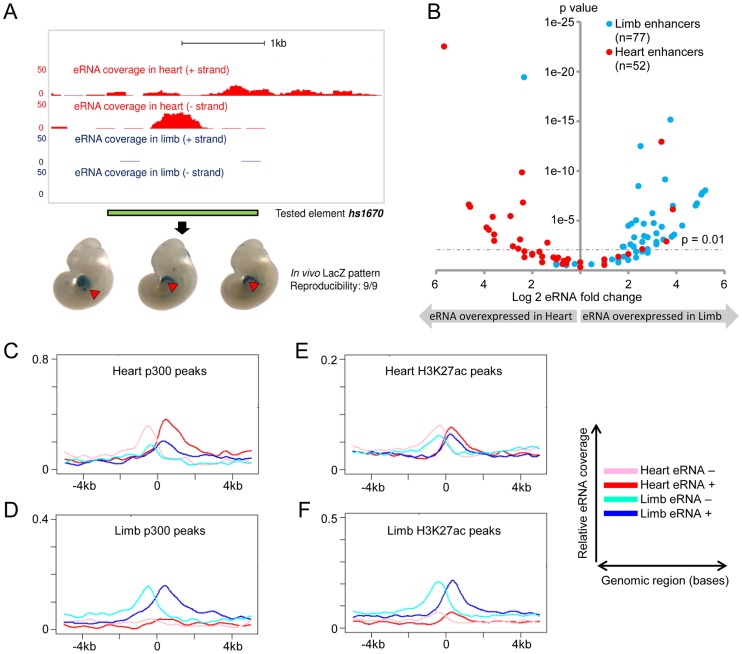
Global eRNA expression profiles. (A) Tissue- and strand-specific eRNA expression around a known heart enhancer (hs1670). Scales corresponding to read count are shown on the left. Genomic region cloned for the transgenic reporter assay is indicated by the green bar. Representative LacZ-stained embryos at E11.5 from transgenic assays for element hs1670 are shown at the bottom. Red arrowheads indicate reproducible LacZ staining pattern in heart. (B) Differential eRNA expression at known heart- or limb-specific enhancers correlates with the tissue-specificity of *in vivo* enhancer activities. Log2-transformed expression fold-changes of eRNAs arising from heart- (red) or limb-specific (cyan) enhancers are plotted against their associated p-value for each fold change (see **Methods**). (C–F) Cumulative strand-specific eRNA expression across candidate enhancers in a 10 kb window centered on p300 (C/D) or H3K27ac (E/F) ChIP-Seq peaks from the respective tissue. Sequencing reads mapped to forward strand (red in heart, blue in limb) or reverse strand (pink in heart, cyan in limb) are displayed separately.

### Expression of eRNA correlates with enhancer activity

In order to assess tissue-specific eRNA expression more systematically, we examined eRNA expression associated with a large collection of *in vivo*-validated tissue-specific enhancers [24], [26], [28] (http://enhancer.lbl.gov). To avoid confounding factors arising from the presence of pre-mRNAs, we restricted this analysis to intergenic *in vivo* enhancers (see **Methods**). We examined a total of 145 such enhancers that are active in heart or limb. In general, enhancers were substantially enriched in uniquely mapped reads, and they were nine times as likely as random non-coding regions to contain ten or more independent reads within 1 kb of the enhancer midpoint (p = 5.5E-108 based on background distribution; see **Table S2** and **Methods**). While 41% of enhancers met this stringent threshold, overall 92% of enhancers showed evidence of at least weak transcription (≥1 uniquely mapped reads; p = 2.3E-15 based on background distribution, see **Table S2** and **Methods**). Consistent with our small-scale sampling of enhancers by quantitative PCR (**Figure 1**), 79% of heart enhancers and 83% of limb enhancers showed higher eRNA expression in the tissue where enhancer activity was observed *in vivo* (**Figure 2B**; p<10^−8^, Fisher's exact test). We next examined tissue-derived RNA signatures at intergenic regions enriched for enhancer-associated p300 and H3K27ac epigenomic marks [27], [29] from the same tissues (see **Methods**). Similar to known *in vivo* enhancers, eRNA transcription was highly enriched around the center regions defined by ChIP-Seq, and tissue-specific eRNA expression patterns correlated with the predicted enhancer activity based on tissue-specific p300 or H3K27ac signature in the same tissues (**Figure 2C–F**; See **Methods**). This global correlation between tissue-specific eRNA expression and enhancer activity corroborates previous observations derived from CAGE analysis of human cell types and tissues [21] and supports the possibility that eRNA expression profiling from tissues may provide an effective approach for identifying tissue-specific *in vivo* enhancers.

### *De novo* discovery of tissue-specific non-coding RNA expression

To explore the potential of eRNA profiling for *de novo* enhancer discovery, we first used a sliding window approach to identify candidate intergenic regions enriched for RNA expression. 

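The deposited lists hold only the differentially expressed regions, so the 10-read threshold could be examined for these alone. The smallest read count in the matching tissue was 10 in both lists. The median was 41 reads in heart TSTRs and 42 reads in limb TSTRs, and 253 heart TSTRs and 284 limb TSTRs had fewer than 20 reads in their tissue. Region lengths ran from 202 to 3043 bp in heart (median 424.5 bp) and from 202 to 3279 bp in limb (median 449.5 bp). Against the GENCODE vM1 annotation of the same genome build, which is not the refGene, mRNA and EST set of the Methods, 52 heart TSTRs and 60 limb TSTRs overlapped an annotated gene, and 33 and 21 overlapped an exon. No region of the heart list overlapped a region of the limb list.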

Known coding and intronic regions and unannotated transcripts were removed, which led to the identification of 3,422 and 3,775 intergenic regions in heart and limb, respectively, that showed marked RNA expression at a conservatively chosen threshold of ≥10 uniquely mapped reads (see **Methods**; **Figure S2A–B** and **Table S2**). 

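The deposited lists hold 834 heart and 1078 limb regions. With each tissue's own total, the two-proportion z-test gave a two-sided p under 0.01 and more reads per total in the matching tissue for 655 heart TSTRs and 1075 limb TSTRs. The z values ran from -0.6807 to 21.04 in the heart list (median 3.722) and from 2.566 to 30.34 in the limb list (median 4.066). These values carry sampling noise only, because each tissue has a single pool. The heart region with the largest z, on chromosome 1 from 23271620 to 23273749, had 2096 reads in heart and 767 in limb (exact binomial p = 6.25e-103). Its closest protein-coding start, of Gm6420, is 8376 bp away, and its closest start of any transcript, of Mir30a, 5359 bp. The limb region with the largest z, on chromosome 2 from 33570063 to 33571827, had no reads in heart and 797 in limb (exact binomial p = 1.623e-266). The start of Lmx1b, its closest protein-coding gene, lies 74033 bp away, but its closest start of any transcript only 2592 bp. At the other end, the heart region on chromosome 7 from 147501495 to 147501862 had 1216 heart and 1083 limb reads (RPKM 14.9 and 15.33; exact binomial p = 0.5034). The region on chromosome 13 from 44156931 to 44157285 had 688 heart and 597 limb reads (RPKM 8.74 and 8.761; exact binomial p = 0.9777). These were the 2 heart TSTRs with a higher RPKM in limb, and no limb TSTR had a higher RPKM in heart. Joining regions at most 1000 bp apart left 651 heart and 904 limb loci. With the genome-mappable reads of Table S1 minus its rRNA share as N, 613 heart and 1078 limb TSTRs passed the z-test. Of all alternatives, an edgeR exact test with an assumed coefficient of variation of 0.4 moved the counts most, to 312 heart and 243 limb TSTRs.

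**Figure D1:**
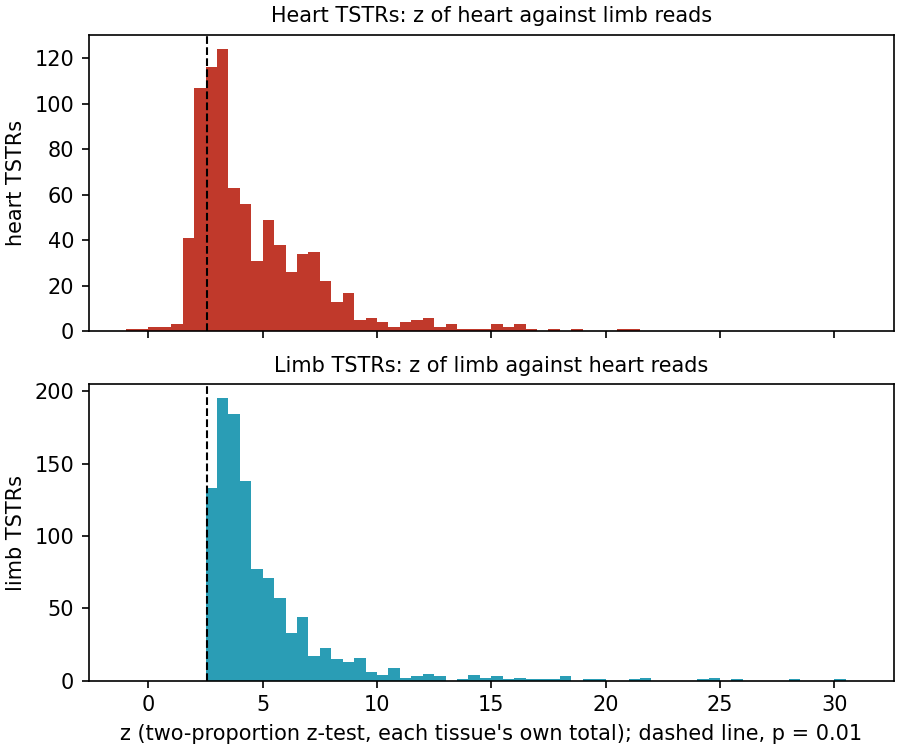
Number of heart TSTRs (top) and limb TSTRs (bottom) by z from the two-proportion z-test with each tissue's own total of reads. The dashed line marks the two-sided threshold, and 179 of the 834 heart TSTRs and 3 of the 1078 limb TSTRs fall short of it.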

These regions included 834 heart-specific and 1,078 limb-specific loci (tissue-specifically transcribed regions, TSTRs) that were differentially expressed in these two tissues (**Figure 3A–B** and **Table S3**). 

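Distance was measured from each TSTR to the closest start of any transcript in the GENCODE vM1 annotation of mm9. The median was 22814 bp for heart TSTRs (95% binomial interval of the median, 20407 to 26085 bp) and 10765.5 bp for limb TSTRs (9500 to 12980 bp). These intervals count neighbouring TSTRs as independent and may therefore be too narrow. In heart, 578 TSTRs (69.3%) lay more than 10 kb from a start site, against 559 limb TSTRs (51.86%). More than 1 kb away were 94.36% of heart and 83.67% of limb TSTRs. Random intergenic regions of the same lengths, drawn once outside annotated genes, had medians of 46465.5 and 46079 bp. With starts of protein-coding genes only, the medians rose to 29029 and 16535.5 bp, and with regions at most 10000 bp apart merged, a setting added after the data were seen, they were 18320.5 and 7209 bp.

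**Figure D2:**
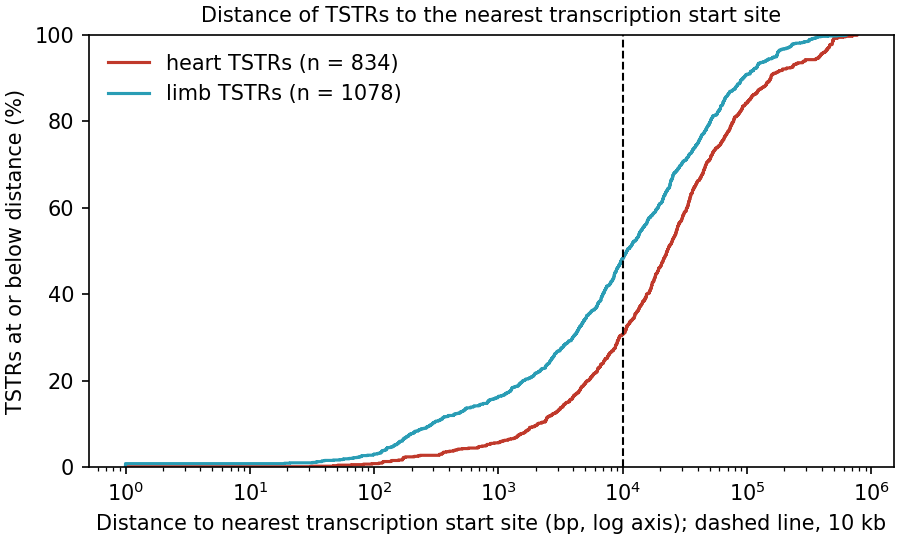
Cumulative percentage of heart and limb TSTRs by distance to the nearest transcription start site in base pairs (log axis, distances of 0 bp drawn at 1 bp). The limb curve lies above the heart curve at the 10 kb line, where 69.3% of heart and 51.86% of limb TSTRs are farther away.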

Most of these ∼2,000 TSTRs were located distal to the nearest transcription start site (**Figure S2C**). There is substantial overlap between TSTRs identified from developing mouse tissues in this study and candidate transcription start sites (TSSs) captured by CAGE from mouse cells and tissues [30]. Overall, 45% of heart TSTRs and 55% of limb TSTRs overlap with at least one CAGE-derived TSS candidate. This represents a strong enrichment compared to random control sequences (8% and 8.3%, respectively; p<4.3E-68, Fisher's exact test, see **Methods**), but also indicates that large numbers of additional enhancer candidates were identified by analysis of *ex vivo* tissue at relevant developmental stages. Tissue-specific expression of a panel of 22 candidate TSTRs was tested and in all cases confirmed by quantitative RT-PCR (**Figure 3C–D**, see **Methods**), demonstrating that these RNA-seq data sets accurately identified non-coding TSTRs across tissues.

**Figure 3:**
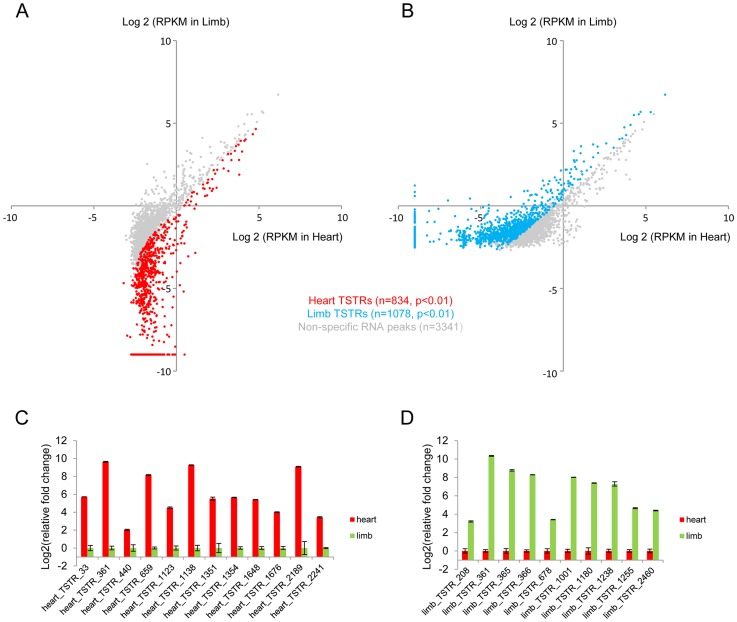
*De novo* identification of tissue-specifically transcribed regions. Dot plot showing all TSTRs identified by total RNA-Seq from heart (A) and limb (B) E11.5 tissues. Cyan and red dots indicate limb- or heart-specific TSTRs (p<0.01). Grey dots indicate RNA peaks without significant expression differences between the two tissues. RPKM<2^−9^ were arbitrarily set to 2^−9^ for visualization purposes (see **Methods**). A total of 22 candidate TSTRs were selected from heart (C) or limb (D) TSTRs. Tissue-specific RNA expression were quantified by RT-PCR by using total RNA samples from heart or limb tissues at E11.5 (see **Methods**). Error bars represent SEM.

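Of the deposited TSTRs, 190 heart regions had no reads in limb (22.78%) and 130 limb regions had no reads in heart (12.06%). These are also the regions whose RPKM in the other tissue lies under the plotting floor of 0.001953, since the smallest RPKM above 0 in the other tissue was 0.002723 for heart TSTRs and 0.003252 for limb TSTRs. In a region of median length, 1 read corresponds to an RPKM of 0.0106 in heart and 0.0116 in limb. A region without reads is therefore below what this depth could show, not shown to be silent. The median RPKM in the matching tissue was 0.2896 for heart and 0.346 for limb, and in the other tissue 0.0404 and 0.087. Allowing 1 read in the other tissue gave 278 heart and 199 limb regions.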

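In the RNA-Seq lists, 21 of the 22 candidates, located by matching their primers to mm9, fell inside a TSTR of the matching tissue. The 11 heart regions held between 42 and 302 heart reads and at most 7 limb reads, and the 10 limb regions held between 38 and 797 limb reads and at most 4 heart reads. The largest exact binomial p among them was 1.47e-09 in heart and 6.45e-11 in limb. The heart candidate with the most reads lies on chromosome 3 from 142092281 to 142093243, with 302 reads in heart and none in limb, 33652 bp from the start of Pdlim5. A heart candidate with 42 heart and 2 limb reads lies on chromosome 17 from 26972965 to 26973591, 4919 bp from the start of Nkx2-5. The remaining candidate, heart TSTR 33, was matched to chromosome 1 from 167044994 to 167045100, 26 bp from the closest heart TSTR.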

### TSTRs are associated with candidate *in vivo* enhancers

To assess whether these TSTRs may represent *in vivo* enhancers, we first examined their evolutionary sequence constraint, a feature associated with many distant-acting enhancers [25], [31], [32]. We found that 69% and 73% of TSTRs in heart and limb, respectively, overlap with elements under evolutionary constraint as compared to 28% and 27% of random control sequences (p<2.0E-62, Fisher's exact test; **Figure 4A** and **Figure S2D**). 

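The 834 heart TSTRs had 416 different closest protein-coding genes, and the 1078 limb TSTRs had 673. A single heart TSTR was closest to 292 of the genes and a single limb TSTR to 520, while the gene with the most regions had 37 in heart and 31 in limb. Genes with at least 5 regions held 303 heart TSTRs (29 genes) and 269 limb TSTRs (30 genes), so neighbouring regions are counted several times when each TSTR is assigned a gene. Among the regions with the largest z, the heart TSTR on chromosome 5 from 122543178 to 122545086 (404 heart reads, 1 limb read) lies 5874 bp from the start of Myl2, and the limb TSTR on chromosome 8 from 41043733 to 41046023 (4 heart reads, 550 limb reads) lies 315702 bp from the start of Msr1. The enrichment of gene functions was not computed. From its own enrichment test, the paper reports that heart TSTRs are enriched near genes of cardiovascular and heart development. For limb TSTRs it reports enrichment near genes of muscle tissue and limb development.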

Additionally, heart TSTRs are enriched near genes critical for cardiovascular and heart development, whereas limb TSTRs are enriched near genes involved in muscle tissue development and limb development/morphogenesis (**Table 1**). Heart and limb TSTRs are also enriched for different sets of transcription factor binding motifs related to development of the respective tissues compared with random genomic sequences (**Table S5** and **Table S6**). Finally, we compared tissue-specific TSTR expression with mRNA levels of nearby genes in two tissues (see **Methods**). The strongest correlation was observed between TSTRs and their nearest genes (Pearson correlation: R = 0.68 for heart, R = 0.55 for limb), and decreased substantially for more distant genes (**Figure 4B**). These results support that TSTRs may represent regulatory elements coordinating the transcription of nearby genes.

**Figure 4:**
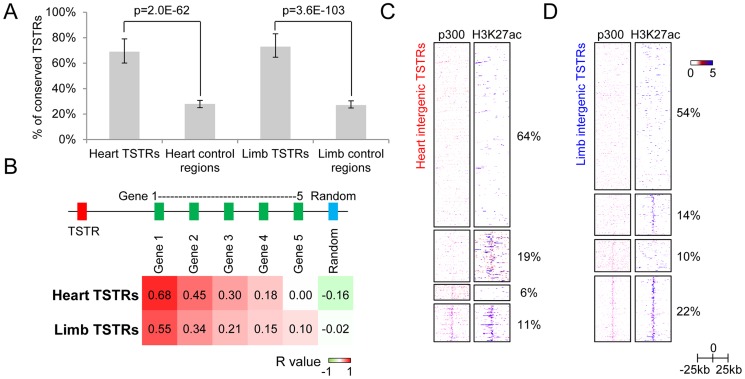
Intergenic regions marked by tissue-specific RNA expression may represent regulatory enhancer elements. (A) Fraction of TSTRs or random control regions (all size normalized to 1 kb from center) that are under strong evolutionary constraint (30 vertebrate phastCons; see **Methods**). Error bars represent 95% binomial proportion confidence interval. (B) Heatmap of Pearson correlation coefficient between tissue-specificity of TSTRs and nearby genes (see **Methods**). Genes 1 to 5 indicates the first to the fifth closest genes to the corresponding TSTR regardless of strand. For comparison, correlation with random genes on the same chromosome as the TSTR is shown. (C and D) Heatmap of p300 binding and H3K27ac signal within a −25 kb to +25 kb window surrounding the center of all heart TSTRs (C) or all limb TSTRs (D). Each line represents a single TSTR for individual tissues, and color scale indicates the normalized signal from individual ChIP-Seq experiment (see **Methods**).

**Table 1:** Top 10 GO biological processes enriched in genes nearby TSTRs (sorted by p-value).

*Rank*	*GO Biological Processes*	*Binomial P-Value*	*Binomial Fold Enrichment*
***Heart-specific TSTRs***			
1	vasculature development	1.3E-30	3.0
2	blood vessel development	9.8E-29	3.0
3	cardiovascular system development	1.5E-28	2.5
4	blood vessel morphogenesis	3.0E-26	3.1
5	regulation of myotube differentiation	8.6E-23	25.9
6	cardiac muscle tissue development	2.6E-20	4.2
7	tube development	2.5E-19	2.4
8	cardiac myofibril assembly	3.1E-19	19.1
9	positive regulation of cardioblast differentiation	1.5E-18	22.1
10	tissue morphogenesis	2.8E-18	2.4
***Limb-specific TSTRs***			
1	regulation of skeletal muscle tissue development	1.7E-25	5.9
2	embryonic limb morphogenesis	1.7E-22	3.8
3	limb development	1.3E-20	3.1
4	regulation of striated muscle tissue development	1.8E-20	4.1
5	regulation of muscle organ development	3.5E-20	4.1
6	limb morphogenesis	1.3E-19	3.1
7	heart valve development	4.9E-19	6.5
8	negative regulation of response to DNA damage stimulus	7.5E-19	18.3
9	regulation of skeletal muscle fiber development	2.1E-18	5.7
10	regulation of cell development	1.0E-17	2.1

To evaluate the overlap of TSTRs with enhancer-associated epigenomic marks, we examined p300 and H3K27ac enrichment (**Figure 4C–D**). We find that 36% and 46% of heart and limb TSTRs are marked by p300 and/or H3K27ac. TSTRs with and without epigenomic enhancer marks show similar expression level and substantial evolutionary constraint (**Figure 4A** and **Figure S3A–B**). However, the transcription of TSTRs with enhancer marks tends to be more balanced in both directions, whereas TSTRs marked by tissue-specific RNAs only are more biased toward one direction (**Figure S3C–D**). In addition, TSTRs negative for p300 and/or H3K27ac are more distal to the nearest transcription start sites (**Figure S3E**). These results indicate a substantial overlap of extragenic TSTRs with enhancer-like regions. However, this does not exclude the possibility that subsets of the observed TSTRs represent other classes of regulatory elements or unannotated non-coding loci.

### Transgenic validation of enhancer predictions based on TSTRs

To directly assess the potential of TSTRs identified by transcriptome profiling for the *de novo* discovery of tissue-specific *in vivo* enhancers, we used a transgenic mouse enhancer assay previously shown to reliably capture *in vivo* enhancer activity [25], [27], [33]. In an initial retrospective comparison, we found that heart- or limb-specific TSTRs overlap with 12 tested elements that had previously been examined due to increased conservation or enhancer associated epigenomic marks [24]. 

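With an overlap of at least 1 bp, 11 of the 12 elements of Table S7 contained or touched a deposited TSTR. The exception was mm409 on chromosome 14 from 35007307 to 35009236, whose closest TSTR, a limb region, lies 1364 bp away. Heart TSTRs overlapped 5 elements. In mm77 (chromosome 5, 122542227 to 122544777) the TSTR had 404 heart reads and 1 limb read. In mm771 the counts were 78 and 1, in mm85 they were 19 and 2, in mm213 they were 22 and 6, and in mm253 they were 17 and 5. For mm253 the exact binomial p = 0.03131, above the threshold of 0.01 used for the lists. Limb TSTRs overlapped the 6 other elements, among them mm425 with 3 heart and 78 limb reads and mm260 with 4 heart and 20 limb reads. Asking that the overlap cover at least 50% of the TSTR, or that it pass the z-test with each tissue's own total, left 10 elements.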

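All 9 elements annotated as positive in Table S7 overlapped a TSTR. For 7 of these 9, the tissue of the TSTR appears in the annotation: heart for mm77, mm771, mm85, mm213 and mm253, and limb for mm406 and mm426. In mm406 the 2 limb TSTRs had 0 and 1 heart reads against 29 and 30 limb reads. The limb TSTR in mm426 had 0 heart and 19 limb reads. The 2 others were mm425, annotated as neural tube, with a limb TSTR of 3 heart and 78 limb reads, and mm260, annotated as heart, with a limb TSTR of 4 heart and 20 limb reads (exact binomial p = 0.0002948). With only the regions that pass the z-test with each tissue's own total, 6 elements matched.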

Of these elements, 9/12 (75%) were annotated as tissue-specific positive enhancers *in vivo* (**Table S7**, http://enhancer.lbl.gov). 

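Matching the Table S8 primers to mm9 located all 19 elements, 17 without a mismatch and 2 (mm734 and mm1071) with 1. Every element overlapped at least 1 deposited TSTR, 28 in all, 13 elements with heart TSTRs only and 6 with limb TSTRs only. All 28 TSTRs had p under 0.01 with each tissue's own total, with exact binomial p-values from 2.88e-82 to 0.00126. The lowest p belonged to the TSTR of mm1018, with 302 heart reads and 0 limb reads. Among the other elements, reads in the matching tissue were 42 in mm1052 and 51 in mm1054 for heart, both active. For limb they were 40 in mm1061 and 33 in mm1063, both active, and 53 in mm1062, which was inactive. Inactive heart elements ranged on both sides of these heart counts. The TSTRs of mm1053 had 187 and 57 heart reads, those of mm1056 160, 102 and 46, and those of mm1055 25 and 11.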

Next, we performed transgenic mouse assays for another set of 19 TSTRs that had not previously been tested (**Table S8**) and exhibited tissue-specific RNA expression. This panel included elements both with and without detectable p300 and/or H3K27ac signal in ChIP-Seq experiments (**Table S8**) that were chosen blind to the identity of nearby genes. Mouse genomic DNA for individual TSTRs with up to 2 kb of flanking sequence was cloned upstream of a minimal heat shock promoter fused to a *lacZ* reporter gene and transgenic mice were assayed by whole-mount staining for the expression of *lacZ* reporter at E11.5 [25] (see **Methods**). Only elements that drove reproducible reporter gene expression pattern in at least three embryos were considered positive enhancers. In total, 8/19 (42%) candidate enhancers predicted by tissue-specific RNA expression functioned as positive enhancers *in vivo* (**Figure 5**, **Table S8** and **Figure S4**). 

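The 8 active elements each held TSTRs of 1 tissue, and in all 8 that tissue was the one in which Table S8 records the staining. For heart, mm1018 held 2 TSTRs with 302 and 60 heart reads and 0 limb reads, mm1052 had 42 heart and 0 limb reads, and mm1054 had 51 heart and 7 limb reads. For limb, mm1064 held 2 TSTRs with 61 and 41 limb reads against 0 and 2 heart reads, mm1061 had 40 limb and 4 heart reads, mm1063 had 33 limb and 2 heart reads, and mm757 had 24 limb and 3 heart reads. The least specific was mm734, with 66 limb and 31 heart reads, a tissue-specificity index of 0.422. The paper describes the enhancer activity in all these cases as compatible with the tissue specificity of the TSTR.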

In all cases, the observed tissue-specific *in vivo* enhancer activity was consistent with the tissue specificity of the corresponding TSTR. As representative examples, transgenic whole-mount embryos and transverse sections for elements mm1052, mm1018, mm1054 and mm1064 are shown in **Figure 5**. In these examples, reproducible LacZ reporter activities were detected in both atrial and ventricular regions of the heart (**Figure 5A–C**) and anterior regions of the fore- and hindlimb (**Figure 5D**). Combining the results from newly performed enhancer assays and retrospective comparisons with pre-existing *in vivo* data sets, 17 of 31 TSTRs (55%) represented *in vivo* enhancers, and for 15 of these 17 enhancers (88%) the tissue specificity of eRNA expression correctly predicted the *in vivo* enhancer activity patterns. 

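The 31 entries of Tables S7 and S8 include 17 positive calls. Counted by tissue of the overlapping TSTR, 7 of 9 positive elements of Table S7 and 8 of 8 active elements of Table S8 matched, 15 in all. The RNA-Seq values come from 1 pool per tissue. The paper takes these counts as support for the use of eRNA profiling in predicting enhancers in vivo.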

These results support the general utility of eRNA profiling as an informative mark for *in vivo* enhancer prediction.

**Figure 5:**
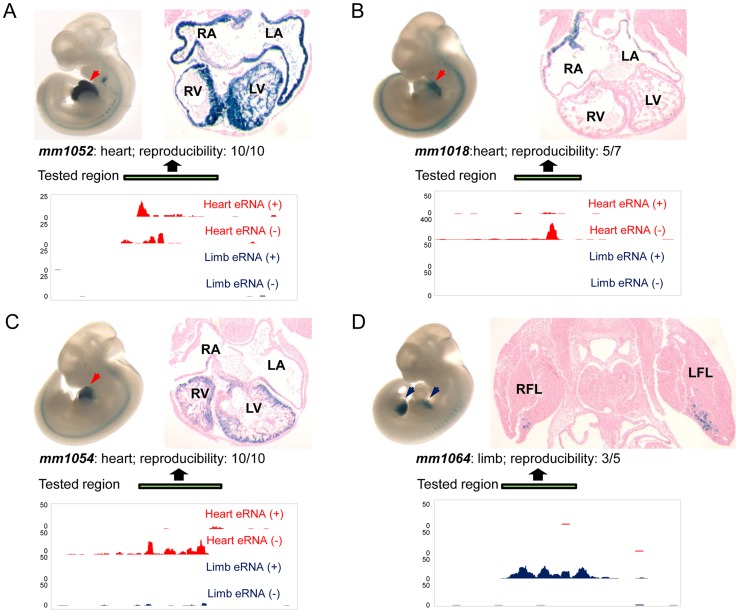
Transgenic characterization of TSTRs for tissue-specific enhancer activity. For each tested element, lateral views of whole-mount LacZ-stained embryos at E11.5 are shown in top left panels and transverse sections through heart or limb regions are shown in the top right panels. Arrowheads indicate reproducible LacZ staining pattern in heart (red) or limb (blue). Element ID and reproducibility of expression patterns are indicated at the bottom of the images. Strand-specific eRNA coverage of the tested regions in heart (red) or limb (blue) is shown in the bottom panels. Scales corresponding to read count are shown on the left of the coverage. Genomic regions cloned for the transgenic assay are indicated by green bars. (A) Enhancer element mm1052 with activity in both atrial and ventricular regions. (B) Enhancer element mm1018 shows activity in the right and left atrium. (C) Enhancer element 1054 with activity exclusively in the right and left ventricle. (D) Enhancer element mm1064 is active in the anterior domains of both forelimb and hindlimb, and only transverse section of forelimb is shown as an example. RA: right atrium; LA: left atrium; RV: right ventricle; LV: left ventricle; RFL; right forelimb; LFL: left forelimb. Transgenic results of all tested elements are available through the Vista Enhancer Browser (http://enhancer.lbl.gov).

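Element mm1052, located from its cloning primers, spans chromosome 3 from 79793251 to 79796620 on mm9. It holds a heart TSTR from 79793407 to 79794490 with 42 heart reads and 0 limb reads (RPKM 0.174 and 0; exact binomial p = 4.706e-12). The closest protein-coding start site is that of Fam198b, 103556 bp away, and the region overlaps no annotated gene. The sequence around the centre of the TSTR, from 79793899 to 79793999, has a GC content of 39.6% and reads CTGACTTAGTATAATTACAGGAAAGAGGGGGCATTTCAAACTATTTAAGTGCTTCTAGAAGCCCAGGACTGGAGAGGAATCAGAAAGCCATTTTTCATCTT.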

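Element mm1018 spans chromosome 3 from 142090852 to 142094953 and holds 2 heart TSTRs. The larger signal lies from 142092281 to 142093243, with 302 heart reads and 0 limb reads (RPKM 1.41 and 0; exact binomial p = 2.881e-82), and the other from 142091097 to 142092316 has 60 heart reads and 0 limb reads. Pdlim5 has the closest protein-coding start site, at 33652 bp. Around the centre of the first, the sequence from 142092713 to 142092813 has a GC content of 49.5% and reads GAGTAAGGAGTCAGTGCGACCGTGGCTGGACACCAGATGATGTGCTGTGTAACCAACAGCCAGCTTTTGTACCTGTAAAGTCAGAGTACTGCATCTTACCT.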

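Element mm1054 spans chromosome 5 from 37102214 to 37106605, and its heart TSTR lies from 37103715 to 37104560. It had 51 heart and 7 limb reads (RPKM 0.271 and 0.043; exact binomial p = 3.74e-08), a lower specificity than mm1052 or mm1018, which had no limb reads. D5Ertd579e has the closest start site, 16453 bp away. The centre of the TSTR, from 37104088 to 37104188, has a GC content of 62.4% and reads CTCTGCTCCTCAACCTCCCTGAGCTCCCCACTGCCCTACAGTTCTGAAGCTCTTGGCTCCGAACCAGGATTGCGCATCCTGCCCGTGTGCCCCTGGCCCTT.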

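Element mm1064 spans chromosome 2 from 169434593 to 169438095 and holds 2 limb TSTRs. One, from 169435749 to 169436700, had 0 heart and 61 limb reads (exact binomial p = 4.542e-21), and the other, from 169436932 to 169437658, had 2 heart and 41 limb reads (exact binomial p = 8.001e-12). The first is 21971 bp from the start of Tshz2. Its central sequence, from 169436175 to 169436275, has a GC content of 52.5% and reads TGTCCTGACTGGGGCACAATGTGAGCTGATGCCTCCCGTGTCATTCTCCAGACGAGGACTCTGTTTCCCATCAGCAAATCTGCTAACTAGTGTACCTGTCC.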

## Discussion

Recent large-scale transcriptome studies suggest that up to 80% of mammalian genomes may be actively transcribed [34]–[37]. While many of these transcripts show differential expression signatures across cell types and tissues, the majority of non-coding transcripts have not been associated with *in vivo* functions. In the present study, we explored the *in vivo* expression dynamics of tissue-specific non-coding RNAs using a total RNA-Seq strategy that captures both coding and non-coding transcripts [18]. Our results suggest that the majority of enhancers show evidence of tissue-specific eRNA transcription. In addition, *de novo* identified tissue-specifically transcribed non-coding regions (TSTRs) showed major characteristics of canonical enhancers. These results indicate that enhancers are a predominant function associated with differentially expressed non-coding loci across developing tissues.

CAGE analysis from human cell lines and tissues showed that incorporating enhancer expression data can increase the validation rate of ENCODE enhancer predictions and that bidirectional capped RNA signatures can in principle be used to identify *de novo* cell-specific enhancers [21]. However, in the absence of sizable *in vivo* validation data sets, the quantitative correlation between tissue-specific eRNA expression and *in vivo* enhancer activity in mammalian developmental processes has remained unclear [21]. We have tested a set of 19 candidate enhancers predicted by tissue-specific RNA expression in transgenic mouse assays and 42% showed reproducible enhancer activity *in vivo*, demonstrating the general utility of eRNA-based enhancer prediction in a developmental mammalian system. Of note, two of the tissue-specific enhancers reported in this study (mm1052 and mm1061) did not overlap with any CAGE peaks collected from 399 mouse samples [30] despite the scope of the tissue and cell type panels examined in these previous studies. Considering the dynamics of the enhancer landscape in developing tissues and organs [29], it appears likely that many additional enhancers active during development will be identifiable by whole transcriptome analysis of tissues across different developmental stages.

While a substantial proportion of extragenic transcription appears linked to enhancer activity, our observation of several TSTRs that were not active in the transgenic enhancer reporter assays supports the hypothesis that eRNA-like transcripts can also originate from other non-coding elements, such as inactive enhancers. These observations are consistent with recent mechanistic studies on eRNAs showing that eRNA transcription precedes the establishment of H3K4me1/2 [38], suggesting that eRNA transcription may occur before enhancer activation. TSTRs without supportive p300/H3K27ac marks show significant, though slightly decreased conservation, less bi-directional transcription, and are more distal to the nearest coding genes (**Figure S3**), suggesting that they may have different biological functions. Consistent with this observation, a larger proportion of TSTRs with supportive p300/H3K27ac marks were active *in vivo* compared to TSTRs without such marks, although this difference was not significant at the sample size examined (p = 0.15, Fisher's exact test; **Table S8**). While the results of our study do not permit strong conclusions about the functionality of intergenic loci that exhibit transcription but no accompanying enhancer epigenomic signatures, it is possible that these regions are less likely to be active enhancers. Transcription may be occurring due to other processes or at a different class of regulatory element than active enhancers. Together, our data suggest that additional criteria such as bi-directional transcription, conservation and independent enhancer marks may further increase the performance of eRNA-based enhancer predictions. Nonetheless, considering the overall substantial correlation between TSTRs and tissue-specific *in vivo* enhancer activity, our results corroborate that short non-coding transcripts are commonly associated with the regulation of cell type- and tissue-specific gene expression.

Enhancer RNAs may be very unstable and sensitive to exosome degradation [21], [39], resulting in low steady-state level in cells. 

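The heart TSTRs held 68155 heart reads, 0.03065% of the heart total (95% Wilson interval 0.03042 to 0.03088%), and the limb TSTRs held 95819 limb reads, 0.04978% of the limb total (0.04947 to 0.0501%). The 10 regions with the most reads held 18.71% of the heart reads and 20.74% of the limb reads in the lists. These shares cover the tissue-specific regions only, not all intergenic RNA. Against the uniquely mapped reads of Table S1 the shares were 0.05272% and 0.08839%. The paper proposes that instability of eRNAs underlies their small share of the transcriptome.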

This may explain why eRNAs represent a small proportion of the transcriptome profile (**Figure S2A**), despite the large number of sites from which they originate. At current sequencing depth, many enhancers may still be missed (**Figure S2B**), which is consistent with the notion that a great proportion of mammalian genomes may be actively transcribed and *cis*-regulatory genomic elements may represent major sites of extragenic non-coding transcription [34]–[37], [39]. Recently, Andersson et al. showed that depletion of a co-factor of the exosome complex resulted in an over 3-fold average increase of eRNA abundance [21]. Thus, a combination of in-depth transcriptome profiling and exosome depletion may provide a more sensitive method for eRNA-based enhancer discovery.

Emerging evidence indicates that eRNA transcripts can be required for enhancer-mediated gene activation. Targeted knock-down of specific eRNAs has been shown to affect the expression of enhancer target genes in cell-based assays, providing a potential strategy for altering gene expression in experimental and therapeutic applications [22], [23], [40]. Through in-depth transcriptome profiling, we have shown extensive eRNA expression in developing tissues, as well as a global correlation of eRNA expression with tissue-specific *in vivo* enhancer activity. Our results highlight the widespread and potentially important role of eRNAs in orchestrating gene expression, providing support for the general feasibility of eRNA-based targeting of *in vivo* gene expression.

## Methods

All procedures of this study involving animals were reviewed and approved by the Animal Welfare and Research Committee at Lawrence Berkeley National Laboratory.

### Mouse tissue collection and RNA preparation

Embryonic heart or limb tissue was isolated from CD-1 strain mouse embryos at E11.5 by microdissection in cold PBS [27]. A single sample consisting of tissue pooled from multiple embryos was analyzed for either tissue. After washing, about 1 ml TRIzol reagent (Life Technologies, 15596-026) was added to every 100 mg of tissue sample, followed by homogenization using a glass dounce homogenizer. Total RNA from individual tissues were extracted following the manufacturer's instructions. Genomic DNA contamination was removed by using the TURBO DNA-free kit (Applied Biosystems, AM1907) following manufacture's protocol, and the RNA samples were stored at −80°C before further processing.

### Illumina sequencing of total RNA

In order to perform the transcriptome analysis by Illumina sequencing, ribosomal RNAs was removed from total RNA (5∼10 µg per reaction) by using two rounds of the RiboMinus Eukaryote Kit for RNA-Seq (Life Technologies, A10837-08) following the manufacturer's instructions. The quality of total RNA after rRNA removal was analyzed on RNA 6000 Pico chip (Agilent, 5067-1513) to assure that rRNA contamination was less than 30%. 100 ng total RNA after rRNA removal were used to construct the individual sequencing libraries for Illumina sequencing. Strand-specific RNA-Seq libraries were created following in-house protocols. Briefly, RNA samples were fragmented with 10×Fragment buffer (Ambion, AM9938) to achieve an average fragment size of 200–300 nt. First strand cDNA synthesis was performed with random hexamer and Superscript II reverse transcriptase (Life Technologies, 18064-014). During the second strand synthesis, dUTP was used instead of dTTP to introduce strand-specificity. After adaptor ligation and size selection, the second strand containing dUTP was cleaved by AmpErase UNG (Life Technologies, N8080096). The resulting strand-specific cDNA was subjected to 12 cycles of PCR amplification and sequenced with HiSeq 2000 instrument. 50 sequencing cycles were carried out.

### Data processing and de novo peak calling

Raw Illumina reads (50 bp) were first filtered using the Illumina CASAVA-1.8 FASTQ Filter module (http://cancan.cshl.edu/labmembers/gordon/fastq_illumina_filter/). The remaining sequence tags were mapped back to the mouse genome (NCBI build 37, mm9) using bowtie2 [41], and the alignments were extended to 200 bp in the 3′ direction to account for the average length of DNA fragments. Repetitively mapped reads were excluded from the following analysis. For *de novo* peak calling, a sliding window method EnrichedRegionMaker module from USEQ [42] was employed. For eRNA-based enhancer predictions, a conservative threshold of 10 or more reads (without considering strand specificity) was chosen based on the observation that in retrospective comparison with *in vivo* validated enhancers, 40.7% of enhancers met or exceeded this expression threshold, compared to 4.5% of random control regions (p = 5.5E-108, **Table S2**). Enriched regions overlapping with refGene, mouse mRNA, or ESTs (mm9) were also removed before the downstream analysis. This process was performed individually for heart and limb RNA-Seq data. To generate **Figure S2B**, 10% to 100% of sequencing reads were randomly selected from the raw sequencing data, and *de novo* peak calling was individually performed to identify the enriched intergenic regions.

Among raw enriched regions, tissue-specifically transcribed regions (TSTRs) were defined as non-coding regions with significantly higher expression in this tissue compared with the other tissue (p<0.01, two-proportion z-test; **Figure 3A–B**) [43] with the equation shown below:
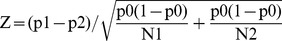
where 

 (n represents mappable reads within each TSTR in heart or limb, and N represent the total number of mappable reads excluding ribosomal regions in the corresponding tissue) and 

. RPKM<2^−9^ were arbitrarily set to 2^−9^ for visualization purposes in **Figure 3A–B**.

Candidate transcription start sites (TSSs) marked by CAGE peaks were downloaded from http://fantom.gsc.riken.jp/5/ [30] and extended to 1 kb each side from the peak midpoint. For each TSTR (1 kb around the peak center), the overlapping candidate TSSs were identified by BEDTools [44]. Random control peaks were also generated using BEDTools with the same number and size of sequences and excluding known genes, mouse mRNAs and ESTs.

### Enhancer predictions based on epigenomic marks

We compared tissue-derived RNA signatures at intergenic regions to enhancer-associated p300 [27] and H3K27ac marks from the same tissues and time-point. H3K27ac ChIP-Seq datasets are described in more detail in Nord et al. [29] and Attanasio et al. [45]. Candidate tissue-specific intergenic enhancers were predicted by ChIP-Seq of p300 (171 in heart, 656 in limb) or H3K27ac (6965 in heart, 2174 in limb) as described previously [27]. Briefly, uniquely aligned sequencing reads were extended to 300 bp in the 3′ direction. Enriched regions (peaks) were identified with MACS [46] (p≤1E-5) using matched input as controls. Peaks overlapping with repetitive regions, known genes, mouse mRNAs and ESTs were removed for further analysis.

### Enhancer RNA coverage

Summary eRNA coverage plots were generated for p300- and/or H3K27ac-derived intergenic enhancers within a 10 kb window, centering on the maximum ChIP-seq coverage. Using the mapped reads, normalized mean eRNA coverage values were calculated for 25 bp windows across the 10 kb regions scaled by total mapped reads. For mean calculations, only the 5^th^–95^th^ percentiles were used to reduce the effect of outliers. Coverage was calculated separately for antisense and sense reads, and as a combined value. For the summary plots, a loess best fit line was plotted for each of the eRNA datasets (limb and heart), separating into sense and antisense reads (**Figure 2C–F**).

### Conservation

Pre-computed conservation scores (phastCons scores) generated from 30 vertebrate genome alignments were download from the UCSC Genome Browser [47]. For each TSTR (1 kb around the peak center), the conservation score was defined as the most highly constrained overlapping phastCons element in the mouse mm9 genome. Random control peaks were generated using BEDTools with the same number and size of sequences and excluding known genes, mouse mRNAs and ESTs [44]. The percentages of TSTRs and random control regions overlapping phastCons elements were plotted in **Figure 4A**.

### Heatmap generation

Tissue-specific TSTRs were classified as enriched in p300 and/or H3K27ac if the relative ChIP-seq coverage was equal to or greater than the 95^th^ percentile of experiment background coverage estimated across 1 Mb of unique sequence. After classification, coverage heatmaps were generated for ChIP-seq data using normalized coverage values, with input corrections. Coverage was plotted for 25 bp windows centered on the peak RNA coverage and extending 25 kb on either side. For plotting purposes, coverage was centered and scaled using mean and SD in order to compare signal across datasets. TSTRs were organized as no H3K27ac and p300 signal, enriched in H3K27ac signal only, enriched in p300 signal only and enriched in both marks from the top to the bottom in **Figure 4C–D**.

### Expression analysis

Known heart or limb enhancers were downloaded from Vista Enhancer Browser (http://enhancer.lbl.gov). For known enhancer regions, the expression level of individual eRNAs was defined as the mapped sequencing reads within a 2 kb window around the center of *in vivo* tested enhancers. For eRNAs only expressed in one tissue, the mapped number of reads was arbitrarily set to 1 in the other tissue in order to compute the absolute fold change for plotting purposes in **Figure 2B**. Fold change was defined as higher expression level divided by lower expression of each eRNA in two tissues. For the volcano plot, y axis represents p-value for the expression differences of each known enhancer, which was computed by two-proportion z-test [43].

Coverage of randomly selected control regions (excluding known genes, mRNA and ESTs) was also computed and iterated 100 times to estimate the genome-wide background based on normal distribution. The percentages of enhancers or the average percentage of control regions with indicated numbers of uniquely mapped reads in either tissue are listed in **Table S2**, as well as associated p-values.

After peak calling, for each individual TSTR, normalized RPKM (Reads Per Kilobase per Million mapped reads) was calculated in two tissues (heart and limb) with the raw mapped RNA-Seq data within a 2 kb window around the center of each TSTR. Then, a tissue-specificity index was computed as (s−u)/(s+u), in which s is the expression of TSTR in the matching tissue and u is its expression in the other tissue. 

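Computed from the deposited RPKM, the index had a median of 0.7331 in heart TSTRs (95% binomial interval of the median 0.7104 to 0.7607; quartiles 0.5037 and 0.9643) and of 0.608 in limb TSTRs (0.5877 to 0.6289; quartiles 0.4276 and 0.8047). It was 1 in the 190 heart and 130 limb TSTRs without reads in the other tissue, and under 0.5 in 205 heart and 368 limb TSTRs. The lowest values were -0.0142 in heart and 0.1313 in limb. The intervals of the medians count neighbouring TSTRs as independent and may be too narrow. The RPKM of the files are those of the regions at their own length, not of the fixed window described in the Methods. Limiting the lists to regions with at least 20 reads lowered the medians to 0.6906 and 0.5228.

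**Figure D3:**
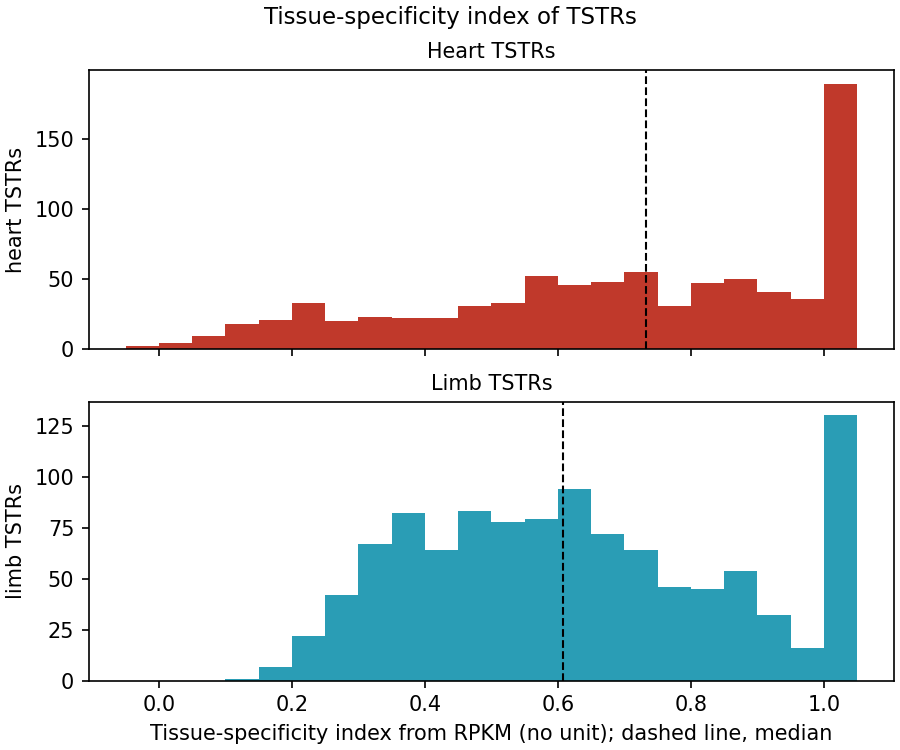
Number of heart TSTRs (top) and limb TSTRs (bottom) by tissue-specificity index, from RPKM. The dashed lines mark the medians of 0.7331 and 0.608, and the highest bin includes the regions without reads in the other tissue.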

The expression of mouse refGene (mm9) was also analyzed in the same way by computing the RPKM across annotated cDNA regions in two tissues.

The tissue-specific expression correlation between TSTRs and their nearby genes was computed as described [18] with minor modifications. Briefly, we paired each TSTR with the nearby genes. For each set of genes with the same ranked distance to TSTRs (the first to the fifth closest genes), genes were ranked based on tissue-specificity indices and grouped into 20 genes per bin. Average tissue-specificity indices from each bin were used to compute the correlation. The Pearson correlation between nearby genes and the corresponding TSTRs was conducted with the statistics module in the R package (http://cran.r-project.org/).

### Gene ontology analysis

Gene ontology analysis for the genes near TSTR regions was performed by GREAT version 2.02 [48]. Enriched GO biological processes with a binomial p-value and fold enrichment were listed in **Table 1**.

### Motif analysis

For TSTRs in heart and limb, enriched motifs were computed within a 2 kb window around the center of individual TSTRs by the motif finding module of HOMER (Hypergeometric Optimization of Motif EnRichment) [49]. Known motifs for transcription factors with a p-value less than 10^−2^ compared with random genomic sequences were reporter in **Table S5** and **Table S6**.

### Directionality analysis

For directionality analysis, the expression of individual TSTRs in sense and antisense strands was defined as the strand-specific mapped sequencing reads within a 2 kb window around the center of TSTRs in either heart or limb. Then the directionality index was defined as |f−r|/(f+r), in which f is the expression of TSTR in one strand and r is its expression in the other strand in the same tissue.

### Expression validation *in vivo*

Total RNA was extracted from independently collected pools of heart or limb tissues with the same method as described before and synthesized into cDNA by reverse transcription using the SuperScript First-Strand Synthesis System (Invitrogen). Candidate TSTRs for RT-PCR validations were randomly selected from the top 30% differentially expressed regions ranked by Z scores. 

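Ranked by z with each tissue's own total, the 11 heart candidates found in the heart list lay within the first 233 of 834 regions (27.9%), and the 10 limb candidates within the first 212 of 1078 (19.7%). In the order in which the deposited lists are written, which is not the order of these z values, the largest positions were 245 (29.4%) in heart and 194 (18%) in limb. Their z values ran from 5.57 to 16.2 in heart and from 6.16 to 30.3 in limb.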

Expression analysis of candidate TSTRs was carried out by real-time PCR using gene-specific primers (**Table S4**) and KAPA SYBR FAST qPCR Master Mix (KAPA Biosystems) on a Roche LightCycler 480. All primers were designed *in silico* using Primer3 (http://primer3.wi.mit.edu/) and tested for amplification efficiency. Target gene expression was calculated with the 2^−ΔΔC_T_^ method [50] and normalized to the *Gapdh* housekeeping gene.

### *In vivo* transgenic validation

Candidate enhancers for *in vivo* testing were selected randomly from TSTRs with a p-value less than 0.01. 

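The 28 TSTRs overlapping the 19 tested elements all had a z above the two-sided threshold with each tissue's own total. The exact binomial test gave p-values up to 0.00126, the largest for the TSTR of mm1055 on chromosome 3 from 101515854 to 101516155, with 11 heart and 0 limb reads.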

The tested regions included up to 2 kb genomic DNA flanking the TSTRs on either sides. This general transgenic procedure has been described before [25], [27]. Briefly, the selected regions were PCR amplified from mouse genomic DNA and cloned into the Hsp68-promoter-LacZ reporter [51], [52]. Genomic coordinates and the PCR primers for the cloned regions are listed in **Table 8**. 

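Matching the cloning primers to mm9 without their CACC overhang placed all 19 elements, with amplicons of 3001 to 4392 bp. The largest, mm1054, lies on chromosome 5 from 37102214 to 37106605 and the smallest, mm1082, on chromosome 1 from 188422846 to 188425846. For mm1058 the matched amplicon is 3619 bp where the paper's Table S8 gives 4322 bp, and for mm1071 it is 3117 bp where the paper's table gives 3982 bp.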

The transgenic embryos were assayed at E11.5 for expression patterns. A positive enhancer is defined as an element with reproducible expression pattern in at least three embryos resulting from independent transgenic integration events [27]. For histological analysis, selected embryos were embedded in paraffin and sectioned using standard methods.

### Data access

RNA-seq data is available through GEO under accession number GSE58157. *In vivo* transgenic data is available through the Vista Enhancer Browser under the identifiers used throughout this study (http://enhancer.lbl.gov).

## Supporting Information

Figure S1 Example of intragenic eRNA expression from a known intronic enhancer hs1430. Sequencing reads were mapped in a strand-specific manner and displayed separately. Scales corresponding to read count are shown on the left. Genomic region cloned for the transgenic assay is indicated by the green bar. Representative LacZ-stained embryos at E11.5 from transgenic assays for element hs1430 are shown at the bottom. Blue arrowheads indicate reproducible LacZ staining pattern in limb.
(PDF) Click here for additional data file.

Figure S2 Tissue-specific transcription from the extragenic genome. (A) Reads obtained from each tissue-specific total RNA-Seq experiment that unambiguously aligned to the reference mouse genome. Enriched regions/peaks were filtered with annotated gene (including introns, exons and UTRs), mouse mRNA and mouse EST database. (B) Enriched intergenic regions/peaks identified from 10% to 100% of sequencing reads that were randomly selected from raw sequencing data (see **Methods**). (C) Distance distribution between TSTRs in two tissues and their nearest genes. (D) The phastCons conservation scores of heart or limb TSTRs. The scores of the most highly constrained phastCons elements in the mouse genome overlapped with 1 kb regions flanking the center of individual TSTRs were plotted (see **Methods**). For box plot in B and C, upper hinge of the box, lower hinge of the box and horizontal line within the box indicates 75^th^ percentile, 25^th^ percentile and median, respectively. The whiskers represent the minimum and maximum values.
(PDF) Click here for additional data file.

Figure S3 Characteristics of TSTRs with or without enhancer mark(s). (A) Expression of individual TSTRs in heart and limb is shown in box plot. For each TSTR, normalized expression (mapped read count per kb, log10 transformed) was calculated in two tissues (heart and limb) with the raw mapped RNA-Seq data. (B) The fraction of TSTRs (with or without enhancer marks) or random control regions that were under strong evolutionary constraint. One kb flanking the center of TSTRs or control regions were assigned the score of the most highly constrained overlapping 30 vertebrate phastCons scores (see **Methods**). Error bars represent 95% binomial proportion confidence interval. (C and D) Cumulative plot of the directionality index (see **Methods**) in heart (C) and limb (D), respectively. (E) Distance distribution between TSTRs in two tissues and their nearest genes. For box plot in A and E, upper hinge of the box, lower hinge of the box and horizontal line within the box indicates 75^th^ percentile, 25^th^ percentile and median, respectively. The whiskers represent the minimum and maximum values.
(PDF) Click here for additional data file.

Figure S4 Additional TSTRs tested in transgenic assays. For each tested element, lateral views of whole-mount LacZ-stained embryos at E11.5 are shown in top left panels and close-ups of LacZ-positive tissue (black dashed line) are shown in the top right panels. Arrowheads indicate reproducible LacZ staining pattern in limb (blue). The shape of the limb is outlined by a dashed orange line. Element ID and reproducibility of expression patterns are indicated at the bottom of the images. Strand-specific eRNA coverage of tested regions in heart (red) or limb (blue) is show in the bottom panels. Scales corresponding to read count are shown on the left of the coverage. Genomic regions cloned for the transgenic assays are indicated by green bars. (A) Enhancer element mm734. 

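Element mm734 lies on chromosome 9 from 41697097 to 41700596 and its limb TSTR from 41698965 to 41699865. The TSTR had 31 heart and 66 limb reads (RPKM 0.155 and 0.381; exact binomial p = 2.298e-05). Sorl1 has the closest protein-coding start site, 82805 bp away.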

(B) Enhancer element mm757. 

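Element mm757 lies on chromosome 1 from 167977613 to 167981010, with a limb TSTR from 167979179 to 167979497 that had 3 heart and 24 limb reads (exact binomial p = 6.149e-06). The closest protein-coding start site, of Pou2f1, is 46371 bp away.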

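Element mm1061 spans chromosome 18 from 55783674 to 55787308. Its limb TSTR, from 55784105 to 55785185, had 4 heart and 40 limb reads (exact binomial p = 6.062e-10). The closest protein-coding start site, of Zfp608, is 631861 bp away. The closest start of any transcript, of AC149599.1, is 1532 bp away.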

(C) Enhancer element mm1061. (D) Enhancer element mm1063. 

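Element mm1063 spans chromosome 1 from 94685683 to 94689499. The limb TSTR within it, from 94687306 to 94687758, had 2 heart and 33 limb reads (exact binomial p = 2.11e-09), and Gpc1 starts 40464 bp away.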

Transgenic results of all tested elements are available through the Vista Enhancer Browser (http://enhancer.lbl.gov).
(PDF) Click here for additional data file.

Table S1 Summary of mappability from total RNA-Seq results.
(DOCX) Click here for additional data file.

Table S2 Summary of read counts uniquely mapped to *in vivo* validated enhancers or control regions (100 times iteration).
(DOCX) Click here for additional data file.

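The table lists, for each TSTR, its position on mm9, the reads counted in both tissues and the RPKM of both. RPKM divides a count by the length of the region and by the total reads of the tissue, so values of regions of different length can be compared. The deposited lists hold 834 heart and 1078 limb regions.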

Table S3 List of all tissue-specific TSTRs.
(XLSX) Click here for additional data file.

Table S4 List of quantitative RT-PCR primers for the validation of tissue-specific eRNA expression.
(DOCX) Click here for additional data file.

Table S5 Enriched motifs of known transcription factors among heart-specific TSTRs.
(XLSX) Click here for additional data file.

Table S6 Enriched motifs of known transcription factors among limb-specific TSTRs.
(XLSX) Click here for additional data file.

Table S7 Tested elements from Vista Enhancer Browser overlapping TSTRs (mm9).
(DOCX) Click here for additional data file.

Table S8 List of cloning primers for *in vivo* transgenic assays.
(DOCX) Click here for additional data file.

# Supplementary material for: Tissue-Specific RNA Expression Marks Distant-Acting Developmental Enhancers
**Source:** PLoS Genet. 2014 Sep 4;10(9):e1004610. doi: 10.1371/journal.pgen.1004610
**Supplement:** Figure S4 — Additional TSTRs tested in transgenic assays. For each tested element, lateral views of whole-mount LacZ-stained embryos at E11.5 are shown in top left panels and close-ups of LacZ-positive tissue (black dashed line) are shown in the top right panels. Arrowheads indicate reproducible LacZ staining pattern in limb (blue). The shape of the limb is outlined by a dashed orange line. Element ID and reproducibility of expression patterns are indicated at the bottom of the images. Strand-specific eRNA coverage of tested regions in heart (red) or limb (blue) is show in the bottom panels. Scales corresponding to read count are shown on the left of the coverage. Genomic regions cloned for the transgenic assays are indicated by green bars. (A) Enhancer element mm734. (B) Enhancer element mm757. (C) Enhancer element mm1061. (D) Enhancer element mm1063. Transgenic results of all tested elements are available through the Vista Enhancer Browser (http://enhancer.lbl.gov).

A

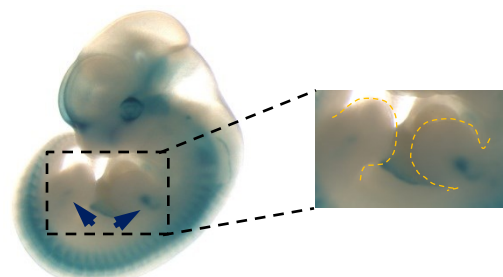

***mm734***: limb; reproducibility: 5/6

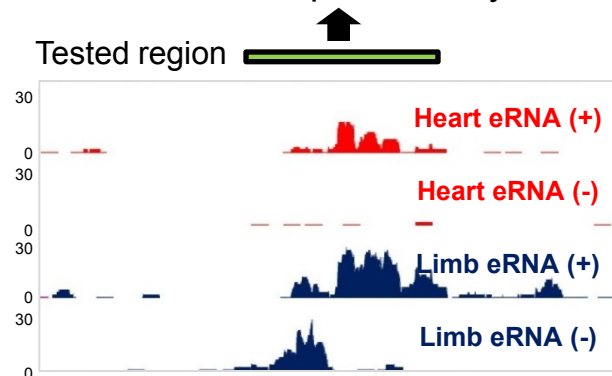

B

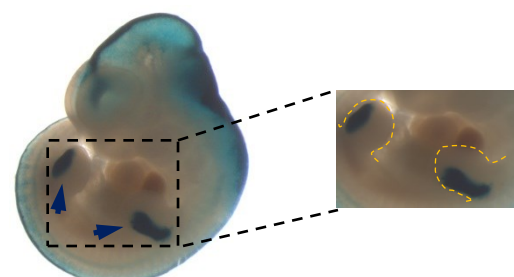

***mm757***: limb; reproducibility: 10/12

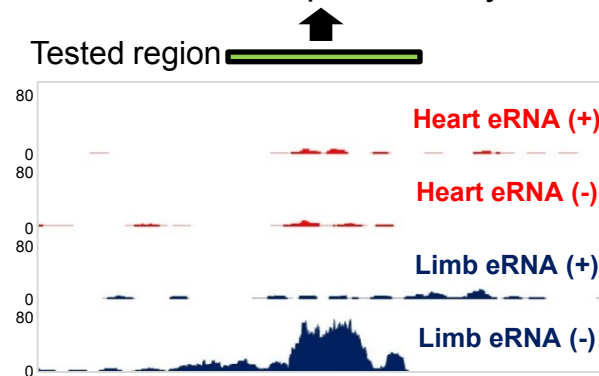

C

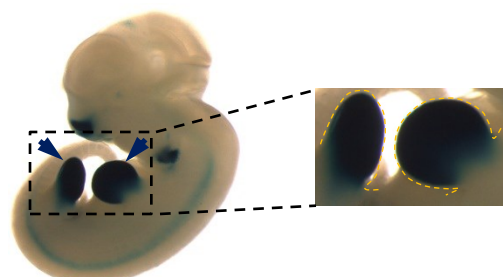

***mm1061***: limb; reproducibility: 14/14

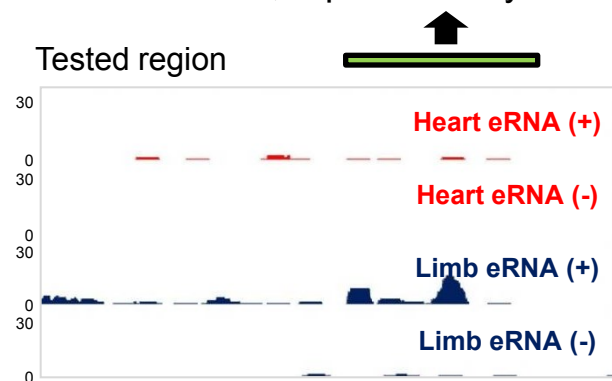

D

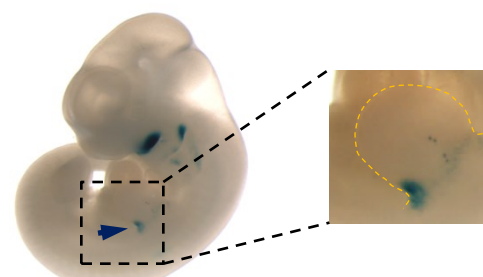

***mm1063***: limb; reproducibility: 3/6

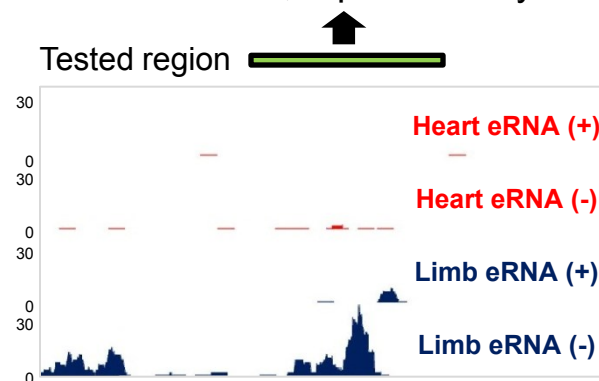

Figure S4

# Supplementary material for: Tissue-Specific RNA Expression Marks Distant-Acting Developmental Enhancers
**Source:** PLoS Genet. 2014 Sep 4;10(9):e1004610. doi: 10.1371/journal.pgen.1004610
**Supplement:** Table S1 — Summary of mappability from total RNA-Seq results.

**Table S1: Summary of mappability from total RNA-Seq results**

| **Tissue** | **Heart** | **Limb** |
| --- | --- | --- |
| ***total # of reads*** | 242,542,843 | 214,671,051 |
| ***rRNA %*** | 26.9 | 30.7 |
| ***unique mappable %*** | 53.3 | 50.5 |
| ***genome mappable %*** | 91.7 | 89.7 |
| ***mapped to cDNA %*** | 53.4 | 60.0 |
| ***mapped to other regions %*** | 38.2 | 29.7 |

# Supplementary material for: Tissue-Specific RNA Expression Marks Distant-Acting Developmental Enhancers
**Source:** PLoS Genet. 2014 Sep 4;10(9):e1004610. doi: 10.1371/journal.pgen.1004610
**Supplement:** Table S2 — Summary of read counts uniquely mapped to in vivo validated enhancers or control regions (100 times iteration).

**Table S2: Summary of read counts uniquely mapped to *in vivo* validated enhancers or control regions (100 times iteration)**

| **# of uniquely mapped sequencing reads** | **≥ 1** | **≥ 2** | **≥ 5** | **≥ 10** |
| --- | --- | --- | --- | --- |
| ***% of positive enhancers*** | 91.7% | 77.2% | 56.6% | 40.7% |
| ***average % of random control regions*** | 60.1% | 35.4% | 11.5% | 4.5% |
| ***p-value*** | 2.3E-15 | 3.2E-26 | 7.7E-73 | 5.5E-108 |

# Supplementary material for: Tissue-Specific RNA Expression Marks Distant-Acting Developmental Enhancers
**Source:** PLoS Genet. 2014 Sep 4;10(9):e1004610. doi: 10.1371/journal.pgen.1004610
**Supplement:** Table S4 — List of quantitative RT-PCR primers for the validation of tissue-specific eRNA expression.

**Table S4: List of quantitative RT-PCR primers for the validation of tissue-specific eRNA expression**

# Supplementary material for: Tissue-Specific RNA Expression Marks Distant-Acting Developmental Enhancers
**Source:** PLoS Genet. 2014 Sep 4;10(9):e1004610. doi: 10.1371/journal.pgen.1004610
**Supplement:** Table S7 — Tested elements from Vista Enhancer Browser overlapping TSTRs (mm9).

**Table S7: Tested elements from Vista Enhancer Browser overlapping TSTRs (mm9)**

| **Element** | **Chr** | **Start** | **End** | **Enhancer Annotation** |
| --- | --- | --- | --- | --- |
| ***mm77*** | chr5 | 122,542,227 | 122,544,777 | heart |
| ***mm771*** | chr14 | 55,615,731 | 55,616,061 | heart |
| ***mm85*** | chr11 | 65,462,408 | 65,465,145 | heart |
| ***mm213*** | chr11 | 68,436,977 | 68,437,676 | heart and others |
| ***mm253*** | chr5 | 38,900,507 | 38,901,138 | heart |
| ***mm425*** | chr5 | 38,209,891 | 38,210,884 | neural tube |
| ***mm406*** | chr6 | 50,933,966 | 50,934,809 | limb and others |
| ***mm426*** | chr5 | 38,216,908 | 38,220,459 | limb and others |
| ***mm260*** | chr12 | 86,795,350 | 86,797,239 | heart |
| ***mm409*** | chr14 | 35,007,307 | 35,009,236 | negative |
| ***mm59*** | chr1 | 167,977,609 | 167,981,010 | negative |
| ***mm370*** | chr9 | 41,697,093 | 41,700,596 | negative |

# Supplementary material for: Tissue-Specific RNA Expression Marks Distant-Acting Developmental Enhancers
**Source:** PLoS Genet. 2014 Sep 4;10(9):e1004610. doi: 10.1371/journal.pgen.1004610
**Supplement:** Table S8 — List of cloning primers for in vivo transgenic assays.

**Table S8: List of cloning primers for *in vivo* transgenic assays**

| **Element** | **Primer** | **Sequence** | **Amplicon (bp)** | **H3K27ac or p300 signal** | **In vivo result** |
| --- | --- | --- | --- | --- | --- |
| ***mm734*** | **F** | CACCTGCAGCCATTAAAGGCAT | 3504 | yes | (5/6) limb |
|  | **R** | ACTCCCTCCCAACTTTGACA |  |  |  |
| ***mm757*** | **F** | CACCCATCTCAGCCATACCTTT | 3402 | yes | (10/12) limb |
|  | **R** | TGACTAAGGAGTTTAGAGCACACA |  |  |  |
| ***mm1018*** | **F** | CACCACAGCCAAGGTTGTCCTCTG | 4,106 | yes | (5/7) heart |
|  | **R** | TGCCTTTTGGAACATGAAGA |  |  |  |
| ***mm1051*** | **F** | CACCATGTGCTCCTCTCTGCTGGT | 3,347 | yes | neg |
|  | **R** | TCAGTTTGGATGAAAAGGTGATT |  |  |  |
| ***mm1052*** | **F** | CACCGGCAAGCAGACAGTGTTTCA | 3,374 | yes | (10/10) heart |
|  | **R** | CTACCCCATTGACCCTTTCA |  |  |  |
| ***mm1053*** | **F** | CACCGCTACACCCAGGAAGAGCTG | 3,463 | yes | neg |
|  | **R** | CAATGCTGATGGTGTTACGG |  |  |  |
| ***mm1054*** | **F** | CACCCACAAGCACTGGCTCAAAAA | 4,396 | yes | (10/10) heart |
|  | **R** | TTCATCTCCATGCATTTCCA |  |  |  |
| ***mm1055*** | **F** | CACCAAACACCTGGGGAGTGACAG | 3,613 | yes | neg |
|  | **R** | CTTTTAAACGCCCCAATGAA |  |  |  |
| ***mm1056*** | **F** | CACCACAGGACTTGATTGGGCAAC | 3,427 | no | neg |
|  | **R** | TTCATGCTAGCCCAATACCC |  |  |  |
| ***mm1058*** | **F** | CACCCCAGCAGAACCTGTGTAGCA | 4,322 | yes | neg |
|  | **R** | GACCTTTGTGTGAACGCTGA |  |  |  |
| ***mm1061*** | **F** | CACCAAGCCCTCTTGCTGCAAATA | 3,639 | yes | (14/14) limb |
|  | **R** | GGGATTCGCCTAAACAAACA |  |  |  |
| ***mm1062*** | **F** | CACCTGGCTCAGCAAGGAAAAAGT | 3,472 | yes | neg |
|  | **R** | CAAAGCATTTTGTGGGTGTG |  |  |  |
| ***mm1063*** | **F** | CACCATGTCCAGGCTAAGGGTGTG | 3,821 | yes | (3/6) limb |
|  | **R** | GCTGGGTGGAAAAGTGTTGT |  |  |  |
| ***mm1064*** | **F** | CACCGTGTCCGCTTGCTCTCTACC | 3,507 | no | (3/5) limb |
|  | **R** | TAAAGCCAGGCTGCTTCATT |  |  |  |
| ***mm1071*** | **F** | CACCCAGAGGTGGCCAGTTCAAT | 3,982 | no | neg |
|  | **R** | TGCAGTGCAAGTGTTTATGG |  |  |  |
| ***mm1073*** | **F** | CACCCAGGTGAGAAGGGTGAGAGC | 4,151 | no | neg |
|  | **R** | CCAAGGACCCACAACCTAGA |  |  |  |
| ***mm1076*** | **F** | CACCCCCAGAAACTGCGATGAAAT | 3,063 | no | neg |
|  | **R** | CAGGAACAGAAGGTGGGGTA |  |  |  |
| ***mm1077*** | **F** | CACCCCCAGGGTCTGATGTGAAGT | 3,030 | yes | neg |
|  | **R** | GTAGCTTTGGGTGCTTCCTG |  |  |  |
| ***mm1082*** | **F** | CACCCCTAATCCCCCTCTCCAAAC | 3,001 | no | neg |
|  | **R** | AACAACAATGGAGGCGAAAC |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

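Total RNA of mouse heart and limb at embryonic day 11.5 was sequenced, 1 pooled sample per tissue and 2 samples in all. The authors filtered the reads, aligned them to mm9 with bowtie2 (version not stated), excluded repetitively mapped reads, extended the alignments, called enriched regions with the USeq package and removed regions overlapping refGene, mRNA or EST annotation. They deposited raw read counts of each tissue for every tissue-specific region, without normalization. They also deposited RPKM values, which scale the counts by region length and by the total reads of the tissue. Dividing count by RPKM and by region length gave the same total in every region, 222362239 reads in heart and 192488089 in limb, which are the totals used in the main tests. The Methods define the totals as mappable reads outside ribosomal regions, which could only be approximated from Table S1 and were used as an alternative. The smallest share treated as detectable, 3 reads, is 1.35e-06% in heart and 1.56e-06% in limb.

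Sample conditions came from the sample labels and the Methods. With 1 sample per tissue, no variation between replicates can be estimated, no replicate can be left out, and every p-value reflects sampling of reads only. The main test was the two-proportion z-test of the Methods, two-sided, with a threshold of 0.01 and the direction from the difference of the 2 proportions. Printed p-values of single regions come from an exact binomial test of the reads of a region with the share of the totals as the null. The tissue-specificity index was computed from the deposited RPKM. Medians have binomial intervals from order statistics and shares of reads have Wilson intervals, both at 95%. The intervals of medians treat every TSTR as independent, although neighbouring regions cluster.

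Scripts ran in Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6, and in R 4.3.3 with edgeR 4.0.16. Regions were compared with bedtools 2.31.1 against the NCBIM37 genome, the mm9 build of the files, and its GENCODE vM1 annotation. All regions lie within the chromosomes of that genome. Transcription start sites were taken from all annotated transcripts, and neighbouring regions were merged when at most 1000 bp apart. Primers of Tables S4 and S8 were matched to the genome, with the cloning overhang removed, at most 4 mismatches per pair and 14 exact bases at either end of a primer. The plan was an exact match, and the mismatch allowance was added after 2 pairs were not found. Similarity searches used blastn 2.17.0 with at least 90% identity over at least 50% of the sequence.

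The z-test was tested on simulated counts for 1912 regions, of which 200 had a 4-fold change. It recovered 76% of the changed regions, where 77.56% were expected from the simulated rates, and called 1.11% of the unchanged ones. The counts were simulated with sampling noise only (Poisson), without variation between samples. The rates therefore check the calculation, not how often unchanged regions would be called between single pools. A first pass mark for the recovered share, chosen without a power calculation, was not met, and it was replaced by the comparison with the expected power.

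Regions are named in the text by a rule written before the files arrived. In each list these are the 5 regions with the largest z, the 3 with the smallest z, the 3 with the highest RPKM, all regions in elements of Table S7 or linked to elements the paper names, and the regions with a higher RPKM in the other tissue. The alternatives tried were other totals, one-sided and exact tests, adjustment for multiple testing, edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4, filters on reads and RPKM ratio, pseudocounts, merging distances and overlap rules. Table S3, which lists the same regions, was read before the alternatives were set. Random intergenic regions, gene counts per closest gene and the similarity searches were added after the data were seen. Strand, chromatin marks, CAGE, conservation, mRNA levels and the qPCR values are not in the files analysed here.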

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

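The limb list holds 8 TSTRs that overlap annotated small RNA genes (snRNA, snoRNA or miRNA), and the heart list holds none (Fisher's exact p = 0.0114). This was flagged because the paper's text does not discuss these genes. The regions had from 39 to 1069 limb reads, above the smallest signal the depth can show. A technical explanation is that reads of other copies of the same small RNA were placed there. No region as a whole had another copy in the genome (0 regions), but 7 of the genes are shorter than 50% of their region, so that search could not detect a copy of the gene alone. In a search for other copies of the small RNA gene itself, the genes of 5 of the 8 regions had another copy, so shared reads may contribute to these. The first prediction was written before any search, and the second after the first search had been seen but before its own. In the other 3 regions no further copy of the gene was found at 90% identity, so this explanation was not shown for them. Why the heart list holds no such region was not tested, and no other explanation was tested.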

How the results depend on the processing

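Each list comes from 1 sample per tissue, so no alternative leaves out a replicate. Alternatives were listed before the processed files arrived, except those marked as added later. Adjustment for multiple testing was made within each deposited list, which the authors had already selected by p. It therefore does not show which regions would pass an adjustment over all regions the authors tested. The numbers of merged loci and of Table S7 elements stayed within 1.5 times their main values under every alternative, as did the number of regions past the threshold except as follows.

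With an edgeR exact test that assumes biological variation, which single pools cannot estimate, the regions past the threshold fell to 312 in heart and 243 in limb at a coefficient of variation of 0.4, and to 624 in limb at 0.2. With uniquely mappable totals exchanged between the tissues, added later, 683 limb regions passed, because limb reads were then divided by the larger total.

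The median index was 0.7647 in heart and 0.5605 in limb from raw counts, which ignore the larger heart total. It was 0.6845 and 0.5793 with 1 read added, and 0.6906 and 0.5228 with at least 20 reads, since low counts give extreme indices. With at least 20 reads, 91 heart and 51 limb regions lacked reads in the other tissue. Without that limit, 199 limb regions had at most 1 read in heart.

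The share of reads was 0.05272% in heart and 0.08839% in limb with uniquely mappable totals, and 0.02492% and 0.03945% without the 10 regions with the most reads. To protein-coding starts only, the median distance was 29029 bp in heart and 16535.5 bp in limb, with 73.74% and 58.81% beyond 10 kb. With regions at most 10000 bp apart merged, added later, it was 18320.5 and 7209 bp, with 63.18% and 43.37% beyond 10 kb.

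Direction reversed for 4 named regions with many reads and similar RPKM in both tissues. With totals exchanged, z became 6.243 for the heart region on chromosome 7 at 147501495, 5.133 for the one on chromosome 13 at 44156931, and -0.7941 for the limb region on chromosome X at 42435301. With equal totals the first 2 had z of 2.774 and 2.539. With uniquely mappable totals, z of the heart region on chromosome 18 at 22455090 became -0.5221. Of the other rows for named regions, 6 became stronger and 1 weaker. With at least 20 reads as a limit, 253 heart and 284 limb regions fall below it. Low counts limit what can be said of them, although some pass the z-test. An example is the TSTR of mm1055 with 11 heart and 0 limb reads (z of 3.09).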

Differences from the paper's values

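The number of sequences in the motif analysis, taken as the number with a motif divided by its share in Tables S5 and S6, is 2476 for heart and 2758 for limb in the paper's tables, against 834 and 1078 regions in the deposited lists. No alternative set before the files arrived changes the number of listed regions, so none closed the gap.

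The paper describes all regions of both lists as passing its test. With each tissue's own total, 655 heart and 1075 limb regions passed, so 179 of the 834 heart regions and 3 of the 1078 limb regions did not pass. With the totals exchanged between the tissues, an alternative set in advance, 3 heart regions did not pass, and with uniquely mappable totals exchanged, a setting chosen after seeing the values, all 834 passed. All 1078 limb regions passed with uniquely mappable totals, with reads outside rRNA, with genome-mappable reads minus rRNA and with a one-sided p. The paper states that every Table S7 element overlaps a TSTR, and mm409 does not, its closest TSTR being 1364 bp away. The paper describes the newly tested elements as not tested before, and 2 of them share their sequence with elements of Table S7, leaving 29 different sequences over both tables. The paper takes its RT-PCR candidates from the TSTRs, and 21 lie in the deposited list of their tissue, with heart TSTR 33 lying 26 bp from a heart TSTR. The cloned lengths of mm1058 and mm1071 are 4322 and 3982 bp in the paper's Table S8, against 3619 and 3117 bp between the matched primers.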

Other observations

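Many heart TSTRs missed the threshold that defines the list. With each tissue's own total, 179 heart TSTRs missed 0.01 against 3 limb TSTRs. With the heart reads divided by the limb total and the limb reads by the heart total, 3 heart TSTRs missed it. With a one-sided p, 123 missed it, and with the totals of Table S1 unexchanged at least 197 did. With equal totals, for which no prediction was written, 81 heart TSTRs missed it and 909 of the 1078 limb TSTRs passed. Equal or nearly equal totals were not combined with a one-sided p, so such settings were not compared with exchanged totals. The smallest z of the heart list with exchanged totals, 2.5655, equals that of the limb list with its own totals, and with uniquely mappable totals both become 2.6236. In both lists all regions pass the two-sided test as long as the total of the matching tissue is at most 0.8608 of the other. The heart total is 1.1552 of the limb total. A candidate explanation is that the totals were exchanged between the tissues in the heart test, which would admit heart regions of similar RPKM in the 2 tissues. The 3 predictions were written after the counts were known, Table S3 had been read earlier, and the scripts of the authors were not available, so this remains a hypothesis. The pass counts cannot tell which total was used, since all listed regions pass with any totals whose ratio is under this limit. The deposited order is not that of the exchanged z. The heart region on chromosome 18 at 22455090 has an exchanged z of 4.843 at position 755. The mm1055 TSTR at 101517395 has 4.813 at position 383. This argues against a list ranked by exchanged z, but how the authors ordered it is not known. The TSTRs overlapping the newly tested elements all passed with own totals.

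Of the 31 elements combined in the paper's enhancer count, 2 pairs are the same sequence under different names with opposite outcomes. Element mm59, negative in Table S7, shares 3398 bp (99.88% of it) with mm757, active in limb in Table S8. Element mm370, negative in Table S7, shares 3500 bp (99.89%) with mm734, active in limb. The 31 elements are thus 29 different sequences. No explanation was tested.

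Limb TSTRs lay closer to a transcription start site than heart TSTRs, with medians of 10765.5 and 22814 bp. Merging regions at most 10000 bp apart left 478 heart and 731 limb loci with medians of 18320.5 and 7209 bp (permutation p = 1e-05, the smallest that 100000 permutations can give). Over regions with at least 20 reads that pass with own totals, merged the same way, 258 heart and 525 limb loci had medians of 17503.5 and 7035 bp (permutation p = 1e-05, again the smallest possible). The difference thus remained after merging neighbours and among regions with more reads. The second set does not select specific limb regions, since 3 of the 1078 fail the test, whereas 179 of the 834 heart regions do. The limit of 20 reads by itself lowers the median index to 0.6906 in heart and 0.5228 in limb. Weak specificity is therefore not ruled out. Both predictions were written before these tests. Unannotated extensions of genes and the annotation used in filtering were not tested, so a tissue difference in distal transcription is only one hypothesis that may hold.

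A group of 52 TSTRs shorter than 300 bp had an RPKM of at least 1 in both tissues, 30 in heart and 22 in limb. Their median RPKM ratio was 1.4 in heart and 1.977 in limb. For the other TSTRs with reads in both tissues it was 4.761 and 3.658. The 52 regions held 18.82% of the heart and 17.32% of the limb reads in the lists. The limb region with the highest RPKM, on chromosome 10 from 105467950 to 105468162, had 3381 heart and 4328 limb reads. Of the 52, 1 matched a protein-coding transcript or small RNA gene, against 21 of the 1860 others (Fisher's exact p = 0.457). None of the 52 had another copy in the assembled genome, against 7 of the 487 other short regions (Fisher's exact p = 1). Both searches asked for a match over at least 50% of the region and would miss a shorter repeated stretch that can still hold whole reads, as the search of the small RNA regions missed copies of their genes. Reads shared with other copies are therefore not ruled out. The first prediction was written before any search, and the second after the first search had been seen but before its own. Sequence missing from the assembly and copies too divergent for the search were not tested, and no biological explanation was tested.

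Among the newly tested elements, the highest RPKM of a TSTR in its tissue had a median of 0.3563 in the 8 active and 0.3014 in the 11 inactive elements (exact permutation p of the means = 0.865). With both tissues pooled, the amount of RNA did not separate the 2 groups at this sample size. Most active elements held limb TSTRs and most inactive ones heart TSTRs, so the test cannot tell whether the amount differs within a tissue. The prediction was written after the counts had been seen.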
